# Characterization of Changes in Global Genes Expression in the Distal Colon of Loperamide-Induced Constipation SD Rats in Response to the Laxative Effects of *Liriope platyphylla*

**DOI:** 10.1371/journal.pone.0129664

**Published:** 2015-07-07

**Authors:** Ji Eun Kim, So Hae Park, Moon Hwa Kwak, Jun Go, Eun Kyoung Koh, Sung Hwa Song, Ji Eun Sung, Hee Seob Lee, Jin Tae Hong, Dae Youn Hwang

## Abstract

To characterize the changes in global gene expression in the distal colon of constipated SD rats in response to the laxative effects of aqueous extracts of *Liriope platyphylla* (AEtLP), including isoflavone, saponin, oligosaccharide, succinic acid and hydroxyproline, the total RNA extracted from the distal colon of AEtLP-treated constipation rats was hybridized to oligonucleotide microarrays. The AEtLP treated rats showed an increase in the number of stools, mucosa thickness, flat luminal surface thickness, mucin secretion, and crypt number. Overall, compared to the controls, 581 genes were up-regulated and 216 genes were down-regulated by the constipation induced by loperamide in the constipated rats. After the AEtLP treatment, 67 genes were up-regulated and 421 genes were down-regulated. Among the transcripts up-regulated by constipation, 89 were significantly down-regulated and 22 were recovered to the normal levels by the AEtLP treatment. The major genes in the down-regulated categories included Slc9a5, klk10, Fgf15, and Alpi, whereas the major genes in the recovered categories were Cyp2b2, Ace, G6pc, and Setbp1. On the other hand, after the AEtLP treatment, ten of these genes down-regulated by constipation were up-regulated significantly and five were recovered to the normal levels. The major genes in the up-regulated categories included Serpina3n, Lcn2 and Slc5a8, whereas the major genes in the recovered categories were Tmem45a, Rerg and Rgc32. These results indicate that several gene functional groups and individual genes as constipation biomarkers respond to an AEtLP treatment in constipated model rats.

## Introduction

Constipation is a chronic gastrointestinal disorder that exhibits symptoms, such as infrequent bowel movements, difficulties during defecation, and the sensation of incomplete bowel evacuation [1,2,3]. This disease is often caused by insufficient dietary fiber intake, inadequate fluid intake, decreased physical activity, medication side effects, hypothyroidism, and obstructions by colorectal cancer in adults [4]. To date, a range of chemical drugs including senna, correctol, exlax, senokot, and gaviscon, are commonly used for the treatment of constipation; however, their use is limited due to their high cost and undesirable side effects [5,6]. In addition, some promotility agents, including cisapride and tegaserod, are used widely for the treatment of constipation, even though they cause cardiac arrhythmia and coronary artery contraction [7,8]. Furthermore, some plant extracts, such as extracts of *Aloe ferox Mill*., ethanol extracts of agarwood (*Aquilaria sinensis*, *Aquilaria crasna*) leaves and *Ficus carica* paste, exhibit laxative properties based on their ability to increase the intestinal motility, frequency and weight of stools, and ileum tension [9,10].

Recently, several herbal medicines have received increased attention as novel therapeutic drugs for the treatment of constipation. Among these, *L*. *platyphylla* containing saponin, isoflavone, oligosaccharide, and succinic acid have long been used for the treatment of asthma as well as bronchial and lung inflammation [11,12]. *L*. *platyphylla* is known to potently inhibit airway inflammation and hyper-responsiveness in a murine model of asthma by modulating the relationship between Th1/Th2 cytokine imbalance [12], atopic dermatitis induced by phthalic anhydride treatment [13,14], and act effectively on the process of obesity and diabetes [15,16]. In addition, significant alteration of nerve growth factor (NGF) secretion as well as its related signaling pathway has been observed in the extracts and compounds isolated from *L*. *platyphylla*-treated PC12 cells [17,18]. In particular, *L*. *platyphylla* induced laxative effects including an enhancement of the stool weight, urine excretion, villus length, crypt layer, mucin secretion, and lipid droplet secretions [19]. Nevertheless, there are no reports of the genes regulated by an AEtLP treatment during constipation induced by a loperamide treatment in SD rats.

This study characterized the changes in global gene expression in the distal colon of constipated model rats in response to the laxative effects of AEtLP.

## Results

### Composition and functional components of L. platyphylla

As shown Fig 1, the roots of *L*. *platyphylla* contain high concentrations of several bioactive components related to the laxative effects. The concentration of total phenolic compounds and total flavonoid compounds were 4.32 mg/g and 0.75 mg/g, respectively. In addition, a peak indicating high level of spicatoside A as well as some sugars was detected in the LP at an appropriate retention time by high performance liquid chromatography (HPLC) analysis.

**Fig 1:**
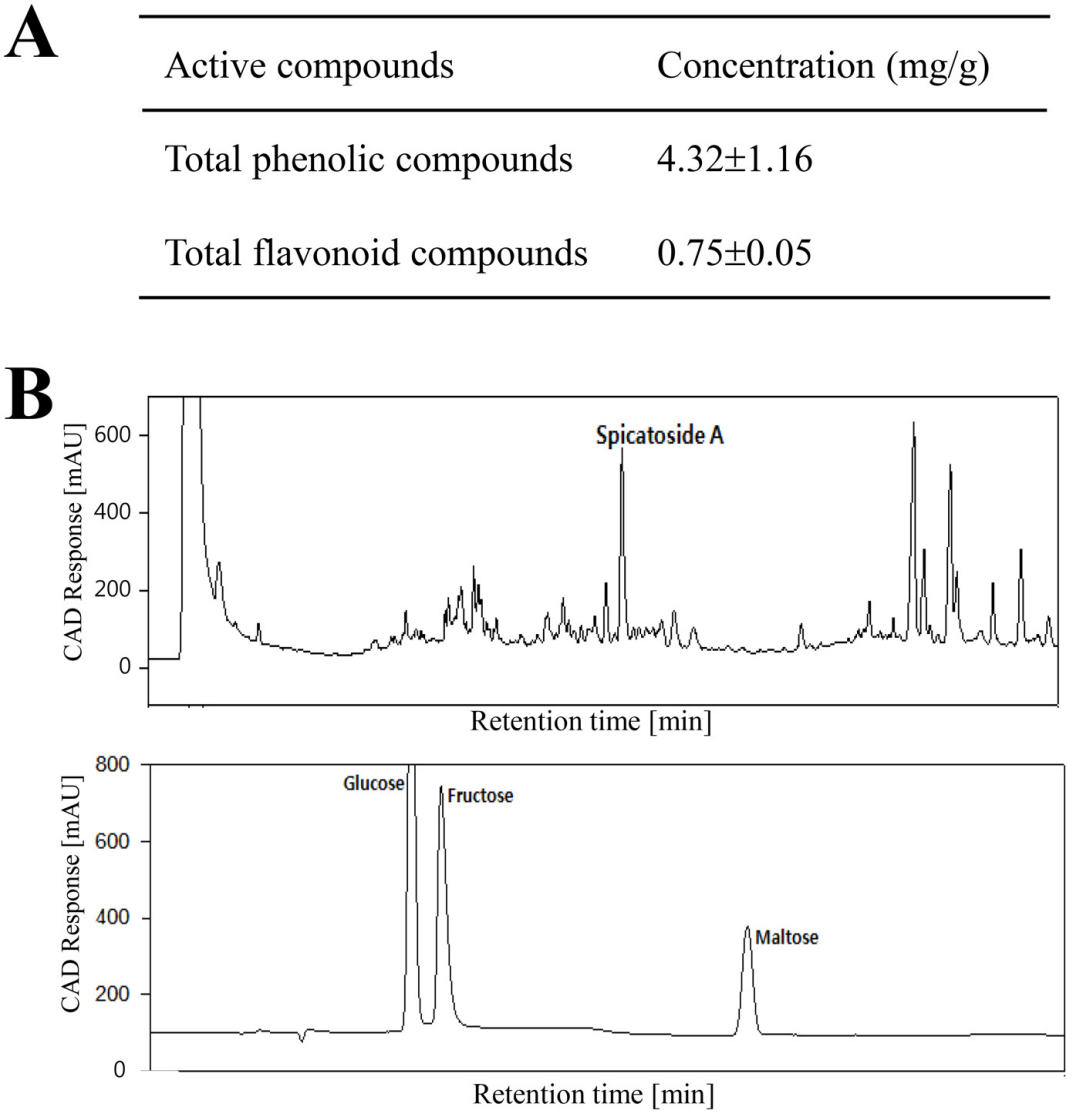
Functional components of LP. **(A) The concentration of total phenolic compounds and flavonoid compounds was measured, as described in the Materials and Methods.** (B) Spicatoside A, glucose, fructose and maltose in LP were detected at the corresponding retention times in the HPLC chromatogram.

### Identification of the laxative effects in constipated SD rats

The administration of loperamide successfully induced constipation, as indicated by the decreased stool number, stool weight, water contents of the stool, and urine volume in SD rats. On the other hand, these levels were almost recovered to those in the non-constipation group in response to the AEtLP treatment, even though the type of stool was maintained in their original form as hard feces (Table 1). Furthermore, after the AEtLP treatment, the mucosa thickness, the average muscle thickness, flat luminal surface thickness, mucin production, number of goblet cells and number of lieberkuhn crypts increased by more than 10.9–190% compared to the vehicle-treated constipation group, while the expression of muscarinic acetylcholine receptor (mAchR) decreased with 7.7–25%. Most histological alterations and enhancement of mAchR expression in the distal colon were mostly recovered to these of the Non-constipation group, even though there were small differences between them. (Fig 2A and Table 2). These results show that AEtLP may induce smoothing of the hard stool in constipation through the functional and histological alterations of the distal colon in the constipated SD rats induced by a loperimide treatment and may induce changes in the regulation of gene expression.

**Table 1:** Laxative effect of AEtLP on the excretion parameter of constipated SD rats.

	Non-constipation	Constipation	
		Vehicle	AEtLP
Food intake (g/day)	23.94±0.18	11.85±0.72^a^	10.22±0.98 ^a^
Water consumption (ml/day)	4.54±0.08	4.77±0.46	4.09±0.22
Number of stools (ea)	28.71±8.95	14.33±4.35 ^a^	26.58±8.67^b^
Weight of stools (g)	4.59±0.48	2.88±0.79 ^a^	5.54±0.64 ^b^
Water contents of stools (%)	46.25±8.77	23.54±5.11 ^a^	48.79±7.57 ^b^
Volume of urine (ml/day)	13.28±1.61	9.48±1.21 ^a^	12.15±1.12 ^b^
Types of stool	Hard feces	Hard feces	Hard feces

^a^, *P*<0.05 is the significant level compared with non-constipation group.

^b^, *P*<0.05 is the significant level compared with the vehicle-treated constipation group.

**Table 2:** Alteration of the histological parameter and mAchRs expression of the constipated SD rats.

Categories	Non-constipation	Constipation	
		Vehicle	AEtLP
Mucosa thickness (μm)	183.75±7.09	164.44±8.84^a^	182.15±14.68^b^
Muscle thickness (μm)	154.99±14.45	65.33±11.74^a^	106.51±21.45^a^ ^,^ ^b^
Flat luminal surface thickness (μm)	16.25±2.03	10.13±1.87^a^	29.56±3.54^a^ ^,^ ^b^
Number of goblet cell (ea)	104.67±7.02	29.00±4.58^a^	73.33±10.21^a^ ^,^ ^b^
Number of crypt of lieberkuhn (ea)	20.33±2.52	9.67±1.53^a^	17.33±3.06^b^
Relative expression level of mAchR2	1±0.12	1.6±0.2^a^	1.2±0.18^b^
Relative expression level of mAchR3	1±0.11	1.3±0.14^a^	1.2±0.13^a^ ^,^ ^b^

^a^, *P*<0.05 is the significant level compared with non-constipation group.

^b^, *P*<0.05 is the significant level compared with the vehicle-treated constipation group.

**Fig 2:**
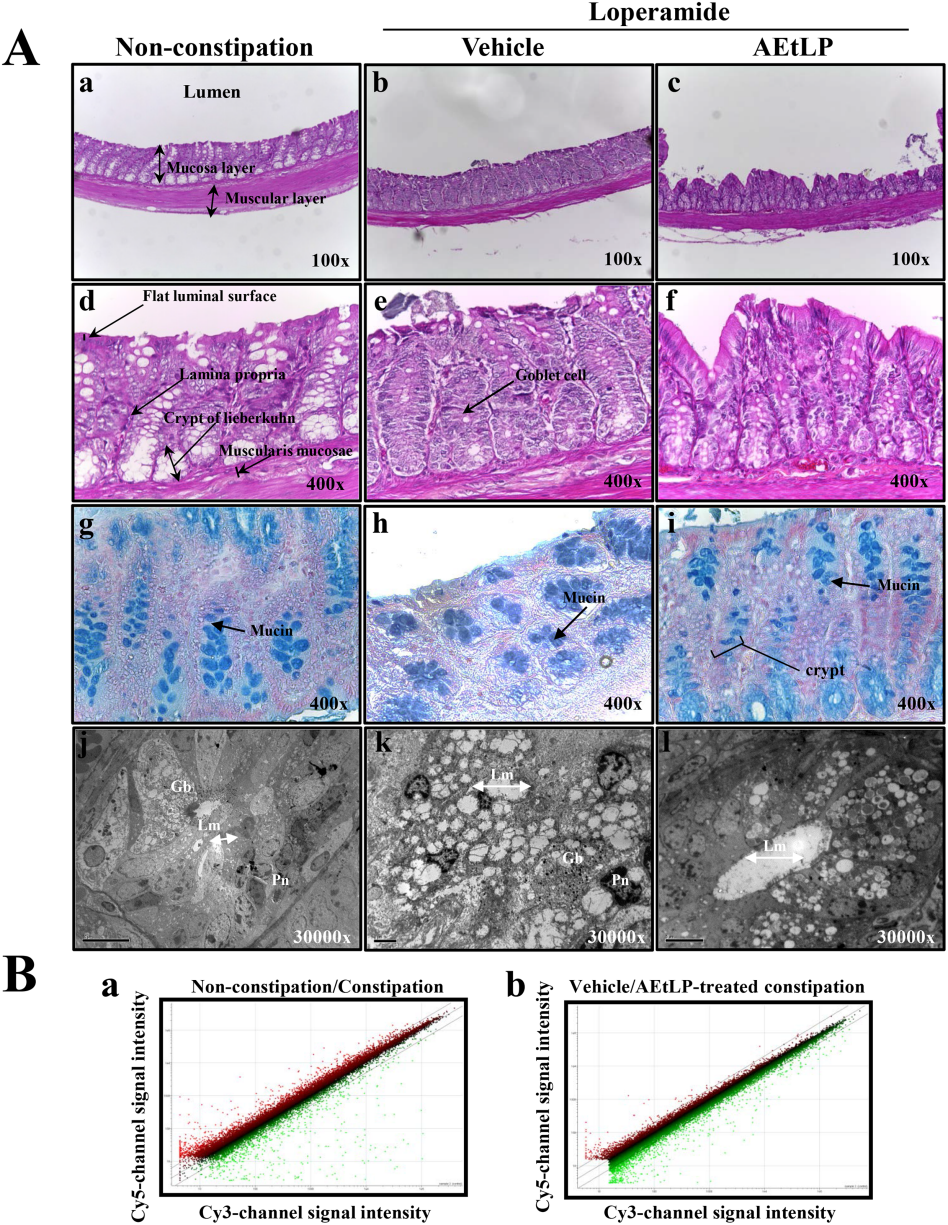
Effects of AEtLP on the histological parameters and global gene expression in loperamide-induced constipated rats. (A) H&E or Alcian blue-stained sections and ultra-thin sections of the distal colon in the non-constipation group (Aa, d, g and j), vehicle-treated constipation group (Ab, e, h and k), or AEtLP-treated constipation group (Ac, f, i and l) were observed by optical microscopy and TEM at the indicated magnifications. (B) Scatter plots. Each point represents the average expression for the same gene from the non-constipation/constipation group (Ba) and vehicle-/AEtLP-treated constipation group. (Bb) The Cy3-channel indicates the control sample and the Cy5-channel indicates the test sample. The Cy5-channel axis shows that the probe of the Cy5-channel (vehicle-treated constipation group or AEtLP-treated constipation group) shows a signal intensity more than two times higher than that of the Cy3-channel (non-constipation group or constipation group), whereas the Cy3-channel axis shows the reverse situation.

### Filtering and selection for differentially-expressed genes

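Total RNA from the distal colon of 8-week-old male SD rats was hybridized to oligonucleotide microarrays, 1 array for each of 3 groups. The constipation groups were injected with loperamide, an opioid receptor agonist that slows the passage of stool, at 4 mg/kg, with 2 injections daily over 3 days. To these groups water or AEtLP (1000 mg/kg) was given by mouth once, 15 hr after the last dose of loperamide, and the colon was taken 24 h later. The non-constipation group was injected with sodium chloride solution alone, and the paper describes no oral dose for it. The constipation groups thus differ from it by the oral dose as well as by loperamide. The paper describes 6 rats per group, and its text does not name how many rats gave the RNA of each array. The legend of its RT-PCR figure states that the colons of each group were pooled, but does not speak of the arrays. The label of the remaining array calls its rats constipated, but gives the treatment as none. This array was taken as the non-constipation group, because the methods list a No, a vehicle and an AEtLP group for the RNA. The methods describe an Illumina BeadChip, whereas the probe identifiers and the labelling steps given with the samples are those of a 1-colour Agilent array. The methods state that the signals were log transformed and quantile normalized. The deposited values are on a log scale taken here as log2, because their range as powers of 2 is that of a scanner. The medians were 6.76 in the non-constipation group, 6.70 in the vehicle-treated and 6.71 in the AEtLP-treated constipation group, and the distributions of the arrays were not identical. All 30367 probes had a value on every array and were kept. Each comparison is the difference of 2 log2 values, read against the paper's limit of 2-fold without further scaling. With 1 array per group there are no replicates, so no test could be made, no difference has a replicate check, and the number of arrays limits the precision of every value. The files do not pair the probes with genes, so values are given for probes and groups of probes and not for the genes named in the paper.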

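On 24136 probes, or 79.5% of the array, the vehicle-treated constipation group lay within 1.5-fold of the non-constipation group. The central 95% of all probes had folds from 0.397 to 2.32. Among the 10122 dimmest probes by mean log2 value this range was 0.325 to 2.79, and among the 10123 brightest it was 0.606 to 2.09. The large differences were mainly losses: 100 probes were at least 16-fold lower with constipation and 11 were at least 16-fold higher. Of these 100 probes, 90 were as far below the non-constipation array on the AEtLP array too. With a single non-constipation array, a loss shared by both constipation groups cannot be told apart from high values of that array alone. Among probes whose brighter array of the pair was at or above its own median, the greatest losses were those of A_43_P11496 and A_43_P11449. A_43_P11496 had a log2 value of 16.84 in the non-constipation group and 3.57 in the vehicle-treated group, and A_43_P11449 had 15.21 and 2.55. The greatest gains were those of A_64_P076460, from 1.87 to 9.85, and A_44_P335974, from 2.84 to 9.61. With AEtLP, A_64_P076460 was at 1.75, near its non-constipation value, while A_44_P335974 was at 11.13, A_43_P11496 at 3.86 and A_43_P11449 at 1.68. Log2 values under about the 20th percentile of an array, which was 2.55 in the non-constipation and 2.63 in the vehicle-treated group, are close to the dimmest signals, so folds against them are uncertain in size.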

As shown Fig 2B, a considerable number of genes are also expressed at elevated or at reduced levels in the distal colon of the constipation group relative to the non-constipation group, even though the expression levels of most genes showed no difference. Compared to the non-constipation SD rats, a total of 20,020 genes were detected as differentially expressed genes in the constipation SD rats. 

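In the vehicle-treated constipation group, 1276 probes were at least 2-fold higher and 1273 at least 2-fold lower than in the non-constipation group, which makes 50.1% of these probes higher. The higher probes had a median fold of 2.43 and the lower probes one of 0.362. Dim probes made up most of both sets, with 661 of the higher and 710 of the lower probes among the 10122 dimmest of the array. Among the 10123 brightest probes, 303 probes were higher and 144 lower. That split depended on the scaling of the arrays, being 191 to 187 after quantile normalization and 179 to 201 after a loess correction of the trend with brightness that was chosen after seeing the data. At a limit of 3-fold, 327 probes were higher and 538 lower. Of the lower probes, 90 were at least 16-fold above both constipation arrays in the non-constipation group, and 1183 lower probes were left without them.

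**Figure D1:**
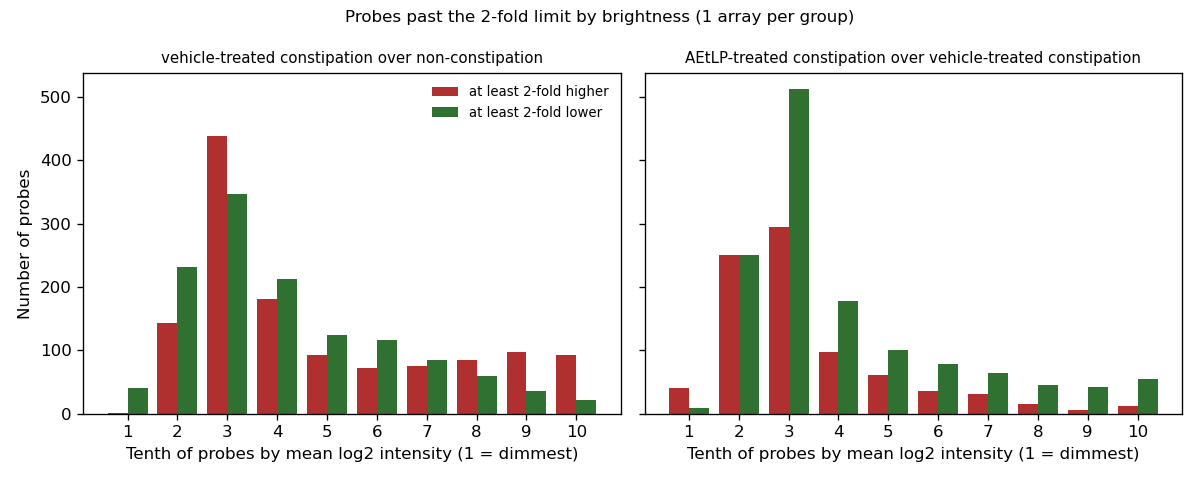
Number of probes at least 2-fold higher (red) or lower (green) in each of 10 equal bins of the 30367 probes, ordered from the dimmest (1) to the brightest (10) by mean log2 intensity over the 3 arrays, for vehicle-treated constipation over non-constipation (left) and AEtLP-treated over vehicle-treated constipation (right). On the left the tallest bars, 438 higher and 347 lower, are those of bin 3, and in bin 10 there are 92 higher and 22 lower probes. On the right bin 3 holds 512 lower probes.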

Further analysis revealed 797 up-regulated and down-regulated genes in the constipation rats compared to the non-constipation rats (Table 3A). In addition, a total of 20,331 genes were found to be expressed differentially in the AEtLP-treated constipation rats compared to the vehicle-treated constipation rats. Additional analysis revealed 488 up-regulated or down-regulated genes in the AEtLP-treated constipation rats (Table 3A).

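With AEtLP, 845 probes were at least 2-fold higher and 1335 at least 2-fold lower than in the vehicle-treated constipation group, so that 38.8% of these probes were higher. Lower probes also outnumbered higher ones among the 10123 brightest probes of the array, where 162 were lower and 46 higher. After quantile normalization 159 of them were lower and 40 higher. The lower probes had a median fold of 0.393 and the higher probes one of 2.44. Of the lower probes, 562 lay within 1.5-fold between the vehicle-treated and the non-constipation group, and 407 of these were at least 2-fold below the non-constipation group with AEtLP. Of the higher probes, 465 lay within 1.5-fold with constipation, and 241 of these were at least 2-fold above the non-constipation group with AEtLP. Both numbers follow in part from the choice of the probes, because their fold over the non-constipation group is the product of the folds used to choose them. The median log2 difference with constipation was 0.11 for the 562 probes and -0.40 for the 465. The 10122 dimmest probes held 68.3% of all probes past the limit in this comparison, and without them 215 probes were higher and 477 lower.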

**Table 3:** Selection of the differentially expressed genes.

A, Differentially expressed gene in loperamide-induced constipation rats.			
Categories	Number of transcripts		
Total	30,367		
Filtered gene	20,020		
|fold|≥ 2	797	Up	581
		Down	216
B, Differentially expressed gene in loperamide-induced constipation rats after AEtLP treatment			
Categories	Number of transcripts		
Total	30,367		
Filtered gene	20,331		
|fold|≥ 2	488	Up	67
		Down	421

### Ontology categories of constipation-regulated gene expression

PANTHER/X ontology identified 15 GO categories showing significantly elevated expression in the list of up-regulated transcripts as well as 14 GO categories showing markedly decreased expression in the list of down-regulated transcripts (Table 4). Furthermore, the ontology classification of AEtLP-regulated gene expression was categorized in the distal colon of the AEtLP treated rats. Fourteen GO categories showed significantly elevated expression in the list of the up-regulated transcripts, whereas 16 markedly overexpressed GO categories were identified in the list of the down-regulated transcripts (Table 5).

**Table 4:** Gene ontology categories in the loperamide-induced constipation rats.

Category Term	Count
Up-regulated genes (15 categories)	
Signal transduction	118
Cell differentiation	89
Transcription	62
Apoptosis	46
Cell proliferation	46
Immune response	45
Regulation of cellular protein metabolic process	42
Neurogenesis	31
Inflammatory response	19
Cell cycle	18
Response to oxidative stress	17
Aging	17
Angiogenesis	15
Extracellular matrix	13
DNA repair	3
Total	581
Down-regulated genes (14 categories)	
Signal transduction	36
Cell proliferation	31
Cell differentiation	22
Transcription	22
Apoptosis	20
Immune response	14
Inflammatory response	14
Regulation of cellular protein metabolic process	11
Extracellular matrix	11
Neurogenesis	9
Response to oxidative stress	9
Angiogenesis	7
Cell cycle	6
Aging	4
Total	216

**Table 5:** Gene ontology categories in loperamide-induced constipation rats after AEtLP treatment.

Category Term	Count
Up-regulated genes (14 categories)	
Signal transduction	17
Cell differentiation	8
Cell proliferation	7
Regulation of cellular protein metabolic process	5
Apoptosis	5
Cell cycle	4
Transcription	4
Extracellular matrix	3
Neurogenesis	3
Angiogenesis	3
Immune response	3
Aging	2
Inflammatory response	2
Response to oxidative stress	1
Total	67
Down-regulated genes (16 categories)	
Signal transduction	76
Cell differentiation	67
Immune response	47
Apoptosis	44
Cell proliferation	38
Transcription	38
Regulation of cellular protein metabolic process	27
Neurogenesis	19
Cell cycle	13
Inflammatory response	13
Aging	10
Response to oxidative stress	9
Angiogenesis	7
Extracellular matrix	6
RNA splicing	5
DNA repair	2
Total	421

### Genes simultaneously altered by loperamide and AEtLP treatment

The genes recovered by the AEtLP treatment among those regulated by constipation based on a 2-fold change in expression were selected from the total transcripts of the distal colon. 

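Among the probes at least 2-fold higher with constipation, 328 were at least 2-fold lower with AEtLP than in the vehicle-treated group, and 903 had an AEtLP fold over the vehicle-treated group between 0.5 and 1.5. Among the first set, the median log2 value was 2.39 in the non-constipation, 3.98 in the vehicle-treated and 2.39 in the AEtLP-treated group, and 244 of its probes were among the 10122 dimmest of the array. Without the dimmest 10122 probes, 84 were raised by constipation and lowered with AEtLP. If the AEtLP fold is instead taken over the non-constipation group, 443 of the raised probes had one between 0.5 and 1.5. The vehicle array enters both comparisons, so a chance high value on it alone gives a probe of the first set. Independent lists of these sizes would share 56.1 probes. In 100 simulations of 3 arrays without any group effect, with the differences between the AEtLP-treated and vehicle-treated arrays taken as noise, the mean was 288 probes and the range 233 to 342. The simulation counts any effect of AEtLP as noise and gave a mean of 1084 raised probes, fewer than were observed, so it is no exact value for chance. Its noise took the sign of AEtLP-treated minus vehicle-treated, in which more probes fell than rose. The opposite sign would exchange the simulated numbers of the first set and of the probes lowered and then raised. Lying inside the range therefore does not show that 328 is what chance gives. The vehicle array could not be split, and how much of the excess over independent lists comes from it was not measured.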

Among the up-regulated genes, 89 transcripts were down-regulated by more than 2-fold after the AEtLP treatment, whereas 22 were recovered to the normal levels. In addition, a total of 15 down-regulated genes could be classified as either up-regulated or recovered to the normal levels (Table 6). 

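Among the probes at least 2-fold lower with constipation, 234 were at least 2-fold higher with AEtLP than in the vehicle-treated group, where independent lists would share 35.4, and 778 had an AEtLP fold over the vehicle-treated group between 0.5 and 1.5. With the sign used for the noise, the simulated arrays without a group effect gave a mean of 463 probes lowered and then raised. Their range was 416 to 506, and so they did not describe this set. Because the opposite sign would exchange the simulated numbers, this gap decides nothing about chance. The median log2 value of the 234 probes was 3.70 in the non-constipation, 1.99 in the vehicle-treated and 3.66 in the AEtLP-treated group. On the vehicle array, 158 of them were at or below the 20th percentile. Without the 10122 dimmest probes, 53 probes were lowered and then raised, and 97 were when values below each array's 20th percentile were set to it. With the AEtLP fold taken over the non-constipation group, 478 of the lowered probes lay between 0.5 and 1.5.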

Overall, these results suggest that constipation and laxative effects are more closely related to the up-regulated genes than the down-regulated genes.

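Probes raised by constipation were lowered at least 2-fold with AEtLP in 25.7% of cases, and probes lowered by constipation were raised at least 2-fold in 18.4%. Of all probes, 4.40% were at least 2-fold lower and 2.78% at least 2-fold higher with AEtLP. The whole array thus had the same order, and the gap between the shares alone does not set the raised probes apart. In the simulated arrays without a group effect the shares of raised and of lowered probes reversed were 26.5% (22.3% to 30.5%) and 42.8% (40.0% to 47.2%). The simulation holds any reversal by AEtLP as noise, and its shares depend on the sign given to the noise. It does not settle what chance alone gives. Without the 10122 dimmest probes the observed shares were 13.7% and 9.41%. With AEtLP, 502 of the raised probes were still at least 2-fold above the non-constipation group, and 777 of the lowered probes, or 61.0%, were still at least 2-fold below it; the non-constipation array enters both the choice of these probes and this comparison, so its own deviation adds to these numbers. From its array results, the paper proposes that constipation and laxative effects are tied more closely to the up-regulated genes.

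**Figure D2:**
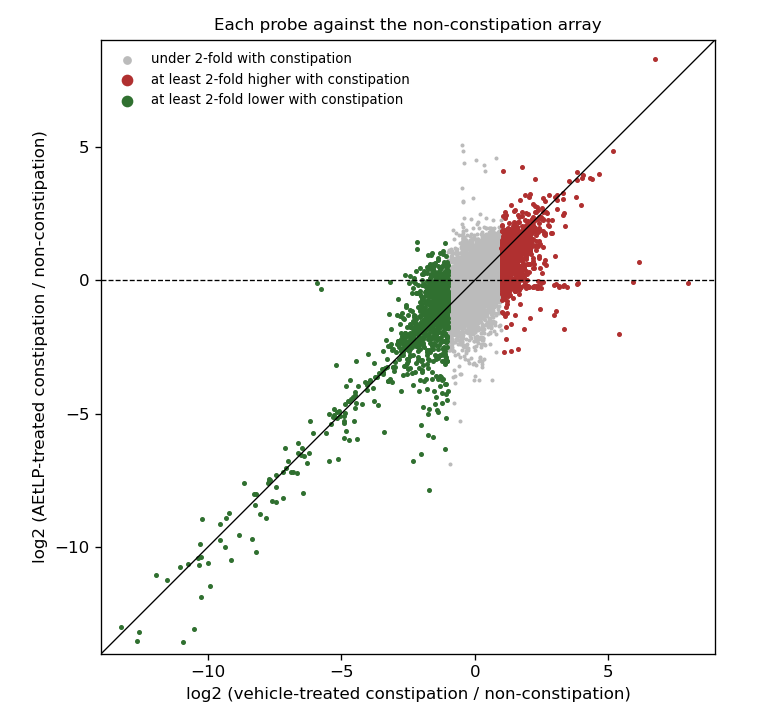
Each of the 30367 probes by its log2 ratio of vehicle-treated constipation to non-constipation (horizontal axis) and of AEtLP-treated constipation to non-constipation (vertical axis). Red and green points are probes at least 2-fold higher or lower with constipation and grey points the others. Points on the solid diagonal have equal values in the constipation groups, and points on the dashed line are at the non-constipation value with AEtLP. The green points with the greatest losses lie along the diagonal.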

**Table 6:** Up or down regulated genes in the loperamide-induced constipation rats after the AEtLP treatment at the level of significance.

Loperamide	AEtLP	Number of transcripts
Up regulation	Down regulation to above 2 folds	89
	Recover to normal level*	22
Down regulation	Up regulation to below 2 folds	10
	Recover to normal level*	5

*The values of fold change are between 0.5< and <1.5.

### Genes showing the greatest up-regulation and down-regulation

To characterize the genes down-regulated by the AEtLP treatment after overexpression induced by constipation, those that showed at least a 2-fold change were selected, resulting in 89 down-regulated genes and 22 recovered genes. 

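Ranked by their rise with constipation, the 10 leading probes of those raised and then lowered had folds from 252 down to 10.2 over the non-constipation group. Their folds with AEtLP over the vehicle-treated group ranged from 0.00366 to 0.454. On 4 of these 10 probes the non-constipation value, and on 5 the AEtLP value, was at or below the 20th percentile of its array, so the sizes of these folds are uncertain. Over the whole set the median rise was 2.58-fold and the median AEtLP fold 0.368, with 58 probes raised at least 4-fold and 17 at least 8-fold. Without the 10122 dimmest probes, 20 probes were raised at least 4-fold and 8 at least 8-fold.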

Of the 89 down-regulated genes, the largest difference was observed in Slc9a5 (11.6-fold), which was identified as a sodium ion transport-related gene, followed by Slc5a4a, Klk10, Fgf15, Alpi, and Chmp4bl1 (Table 7). In addition, 22 down-regulated genes including Cyp2b2, Ace, Cyp2j4, G6pc, Setbp1, and Nphs1 were recovered to the normal level after the AEtLP treatment (Table 8).

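The raised probes with an AEtLP fold between 0.5 and 1.5 over the vehicle-treated group had a median log2 value of 4.13 in the non-constipation group, 5.66 in the vehicle-treated group and 5.42 with AEtLP. Their median fold over the non-constipation group was 2.40 in the vehicle-treated and 1.99 in the AEtLP-treated group. With AEtLP, 445 of them were still at least 2-fold above the non-constipation group, and 164 lay between 0.5 and 1.5 times its value.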

**Table 7:** List of genes (19)* down-regulated by the AEtLP treatment among total genes up-regulated by constipation.

GeneSymbol	GeneName	Accession No.	Fold of change in vehicle-treated group	Fold of change in AEtLP-treated group	GO category
Slc9a5	solute carrier family 9 (sodium/hydrogen exchanger), member 5	NM_138858	11.60	0.49	Cellular component, cation transport, sodium ion transport
Slc5a4a	solute carrier family 5, member 4a	NM_001106383	11.47	0.47	transporter activity, ion transport, sodium ion transport
Klk10	kallikrein related-peptidase 10	NM_001004100	8.61	0.40	Molecular function, catalytic activity
Fgf15	fibroblast growth factor 15	NM_130753	6.79	0.35	neural crest cell migration, fibroblast growth factor receptor binding
Alpi	alkaline phosphatase, intestinal	NM_022665	6.21	0.41	magnesium ion binding
Chmp4bl1	chromatin modifying protein 4B-like 1	XM_002726346	5.41	0.26	protein transport
Aldob	aldolase B, fructose-bisphosphate	NM_012496	4.72	0.18	liver development
Sphk1	sphingosine kinase 1	NM_133386	4.63	0.47	magnesium ion binding, blood vessel development
Cyp2b2	cytochrome P450, family 2, subfamily b, polypeptide 2	NM_001198676	4.51	0.47	monooxygenase activity, endoplasmic reticulum
Btnl7	butyrophilin-like 7	NM_212488	4.30	0.40	membrane
Setbp1	SET binding protein 1	XM_001056790	3.96	0.38	DNA binding
Sst	somatostatin	NM_012659	3.96	0.42	response to acid, hormone activity, extracellular region, extracellular space
Rdh7	retinol dehydrogenase 7	NM_133543	3.94	0.34	retinol dehydrogenase activity, binding
Slc15a1	solute carrier family 15 (oligopeptide transporter), member 1	NM_001079838	3.92	0.44	transporter activity
Slc27a2	solute carrier family 27 (fatty acid transporter), member 2	NM_031736	3.70	0.47	very long-chain fatty acid metabolic process
Prss35	protease, serine, 35	NM_001008560	3.61	0.32	catalytic activity, serine-type endopeptidase activity
Slc15a1	solute carrier family 15 (oligopeptide transporter), member 1	NM_001079838	3.30	0.40	transporter activity
Car7	carbonic anhydrase 7	NM_001106165	3.15	0.46	carbonate dehydratase activity
Adh4	alcohol dehydrogenase 4 (class II), pi polypeptide	NM_017270	3.11	0.20	retinoid metabolic process, respiratory system process, NADPH:quinone reductase activity

*Nineteen genes listed in above table were the things representing the high rate of change selected from 89 down regulation genes.

**Table 8:** List of genes (22) recovered by the AEtLP treatment among the total genes up-regulated by constipation.

GeneSymbol	GeneName	Accession No.	Fold of change in vehicle-treated group	Fold of change in AEtLP-treated group	GO category
RGD1311847	similar to 1700030K09Rik protein	NM_001013879	9.14	0.95	
Cyp2b2	cytochrome P450, family 2, subfamily b, polypeptide 2	NM_001198676	4.49	0.52	monooxygenase activity, endoplasmic reticulum
Ace	angiotensin I converting enzyme (peptidyl-dipeptidase A) 1	NM_012544	4.43	0.57	response to hypoxia, kidney development
Cyp2j4	cytochrome P450, family 2, subfamily j, polypeptide 4	NM_023025	2.96	0.63	retinoid metabolic process
G6pc	glucose-6-phosphatase, catalytic subunit	NM_013098	2.95	0.53	catalytic activity
Setbp1	SET binding protein 1	ENSRNOT00000021717	2.82	0.65	DNA binding
Nphs1	nephrosis 1 homolog (human)	NM_022628	2.73	0.57	MAPKKK cascade, membrane fraction
Map3k13	mitogen-activated protein kinase kinase kinase 13	BC081976	2.71	0.65	activation of MAPKK activity
Cmtm2a	CKLF-like MARVEL transmembrane domain containing 2A	NM_001013142	2.66	0.52	transcription corepressor activity, nucleus
LOC689709	similar to FERM domain containing 1	XM_001071738	2.49	0.62	binding, cytoskeleton
Treml1	triggering receptor expressed on myeloid cells-like 1	NM_001192001	2.49	1.30	cell surface, calcium-mediated signaling
Ptprr	protein tyrosine phosphatase, receptor type, R	NM_053594	2.45	0.51	in utero embryonic development, protein tyrosine phosphatase activity
Slc5a11	solute carrier family 5 (sodium/glucose cotransporter), member 11	NM_001100482	2.43	0.65	transporter activity, plasma membrane, ion transport
Raet1l	retinoic acid early transcript 1L	NM_001013063	2.32	0.73	immune response, membrane
Slc15a1	solute carrier family 15 (oligopeptide transporter), member 1	NM_057121	2.31	0.61	transporter activity
LOC689766	hypothetical protein LOC689766	NM_001109549	2.27	0.51	
Ghr	growth hormone receptor	NM_017094	2.14	0.71	activation of MAPK activity
Abcb9	ATP-binding cassette, subfamily B (MDR/TAP), member 9	NM_022238	2.12	0.53	nucleotide binding, protein transport, membrane
Lhfpl2	lipoma HMGIC fusion partner-like 2	NM_001106402	2.12	0.74	
Map3k13	mitogen-activated protein kinase kinase kinase 13	NM_001013978	2.07	0.77	activation of MAPKK activity
LOC689412	similar to CG4025-PA	NM_001109538	2.04	0.81	
Vav2	vav 2 guanine nucleotide exchange factor	NM_001106563	2.04	0.70	guanyl-nucleotide exchange factor activity, Rho guanyl-nucleotide exchange factor activity

To characterize the genes up-regulated by the AEtLP treatment after down-regulation induced by constipation, those showing at least a 2-fold change were selected from the ten up-regulated genes and five recovered genes. 

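Ranked by their loss with constipation, the 10 leading probes of those lowered and then raised had folds from 0.000837 to 0.111 over the non-constipation group. Their folds with AEtLP over the vehicle-treated group ranged from 2.10 to 55.4. On 4 of these 10 probes, the leading one included, the vehicle value was at or below the 20th percentile of its array, so the sizes of these folds are uncertain. The probe with the greatest loss had a log2 value of 11.73 in the non-constipation group, 1.51 in the vehicle-treated group and 2.78 with AEtLP, so it remained far below its non-constipation value. The median fold with constipation over the whole set was 0.348 and the median AEtLP fold 2.64. At least 4-fold losses were found on 45 of these probes and at least 8-fold losses on 11. Without the 10122 dimmest probes these numbers were 17 and 7.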

Of the ten up-regulated genes, the largest decrease in the transcripts of constipation rats was observed for Serpina3n (0.19-fold), followed Lcn2, Slc5a8, C3, Rerg, and Arhgap8 (Table 9). In addition, five up-regulated genes, including the Tmem45a gene, Rerg and Rgc32, were recovered to the normal levels after the AEtLP treatment (Table 10). 

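Lowered probes with an AEtLP fold between 0.5 and 1.5 over the vehicle-treated group had a median log2 value of 5.60 in the non-constipation group, 3.45 in the vehicle-treated group and 3.41 with AEtLP. Their median fold over the non-constipation group was 0.365 in the vehicle-treated and 0.372 in the AEtLP-treated group. With AEtLP, 604 of them were still at least 2-fold below the non-constipation group, and 174 were not. A further 152 lowered probes had an AEtLP fold from 1.5 up to 2 over the vehicle-treated group, and 107 of these lay between 0.5 and 1.5 times the non-constipation value.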

Overall, these results suggest that the AEtLP treatment is closely involved in regulating the genes associated with transporters, metabolic enzymes, growth factor receptors, and blood vessel development under the condition of constipation induced by a loperamide treatment.

**Table 9:** List of genes (10) up-regulated by the AEtLP treatment among the total genes down-regulated by constipation.

GeneSymbol	GeneName	Accession No.	Fold of change in vehicle-treated group	Fold of change in AEtLP-treated group	GO category
Serpina3n	serine (or cysteine) peptidase inhibitor, clade A, member 3N	NM_031531	0.19	2.58	cell fraction, serine-type endopeptidase inhibitor activity
RGD1561738	similar to interferon induced transmembrane protein 2 (1-8D)	XR_008822	0.21	4.43	
Lcn2	lipocalin 2	NM_130741	0.23	3.48	protease binding, transporter activity
Slc5a8	solute carrier family 5 (iodide transporter), member 8	NM_001191987	0.25	2.84	transporter activity, plasma membrane, ion transport
C3	complement component 3	NM_016994	0.32	2.12	positive regulation of type IIa hypersensitivity
Rerg	RAS-like, estrogen-regulated, growth-inhibitor	XM_578417	0.34	2.06	GTPase activity, GTP binding, intracellular
Arhgap8	Rho GTPase activating protein 8	NM_001004242	0.38	2.33	intracellular, ignal transduction
Atrip	ATR interacting protein	NM_001106859	0.38	3.06	protein serine/threonine kinase activity
Serpina5	serine (or cysteine) peptidase inhibitor, clade A, member 5	NM_022957	0.39	3.18	protease binding
Tmem45a	transmembrane protein 45A	NM_001191074	0.39	2.20	

**Table 10:** List of genes (5) recovered by the AEtLP treatment among the total genes down-regulated by constipation.

GeneSymbol	GeneName	Accession No.	Fold of change in vehicle-treated group	Fold of change in AEtLP-treated group	GO category
Tmem45a	transmembrane protein 45A	NM_001191074	0.29	1.16	
RGD1563996	similar to Protein UNQ9166/PRO28631 precursor	ENSRNOT00000048111	0.33	1.72	
Rerg	RAS-like, estrogen-regulated, growth-inhibitor	XM_001072746	0.41	1.69	GTPase activity, GTP binding, intracellular
LOC688778	similar to fatty aldehyde dehydrogenase-like	ENSRNOT00000024034	0.43	1.21	aldehyde dehydrogenase [NAD(P)+] activity
Rgc32	response gene to complement 32	NM_054008	0.44	1.87	nucleus, cytoplasm, microtubule organizing center

### Validation of microarray data

To test the reliability of the results obtained from the microarray analysis, two up-regulated genes (Slc9a5, and Klk10) and two down-regulated genes (LCN2 and Atrip) were selected. When comparing the results of the microarray data and that of the RT-PCR, the pattern of increase was similar despite the difference in the increase or decrease rate (Fig 3). Furthermore, in the reliability test with western blot, the expression pattern of one down-regulated gene (Fgf) and one recovered gene (ACE) in muscle layer was consistent with the microarray data although the mucosa layer showed the different pattern (Fig 4). These results corroborate the data from microarray analysis. Especially, the protein expression from each layer indicated the possibility that the data from microarray may well reflect muscle layer than mucosa layer.

**Fig 3:**
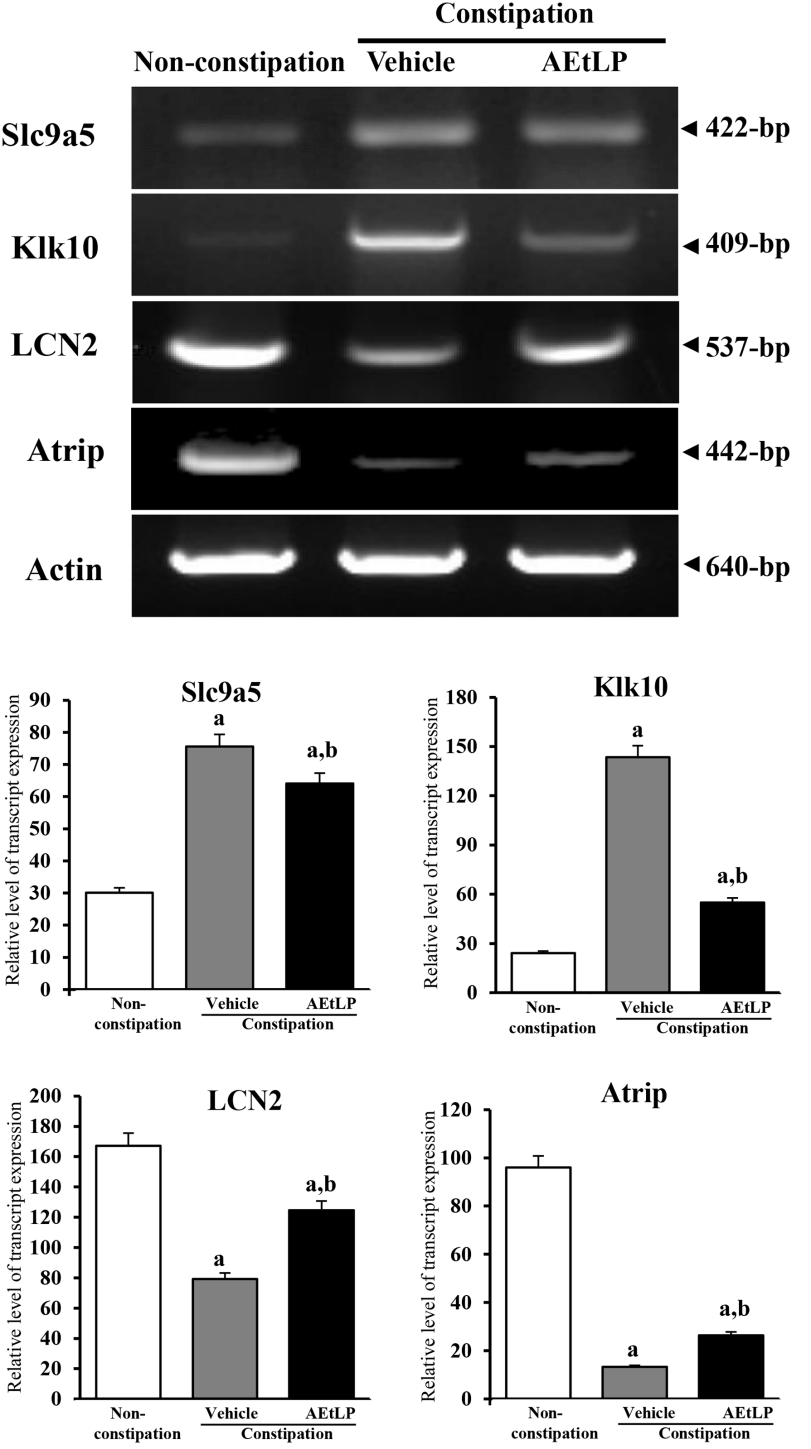
Change in the mRNA level of Slc9a5, Klk10, LCN2, and Atrip in non-constipation, vehicle- and AEtLP-treated constipation group. The distal colons of the rats in each group were pooled prior to mRNA analysis. The mRNA levels of the Slc9a5, Klk10, LCN2, and Atrip genes were examined by RT-PCR using the specific primers. The data shown are the means ± SD from three replicates. a, *P*<0.05 relative to the non-constipation group. b, *P*<0.05 relative to the vehicle-treated constipation group.

**Fig 4:**
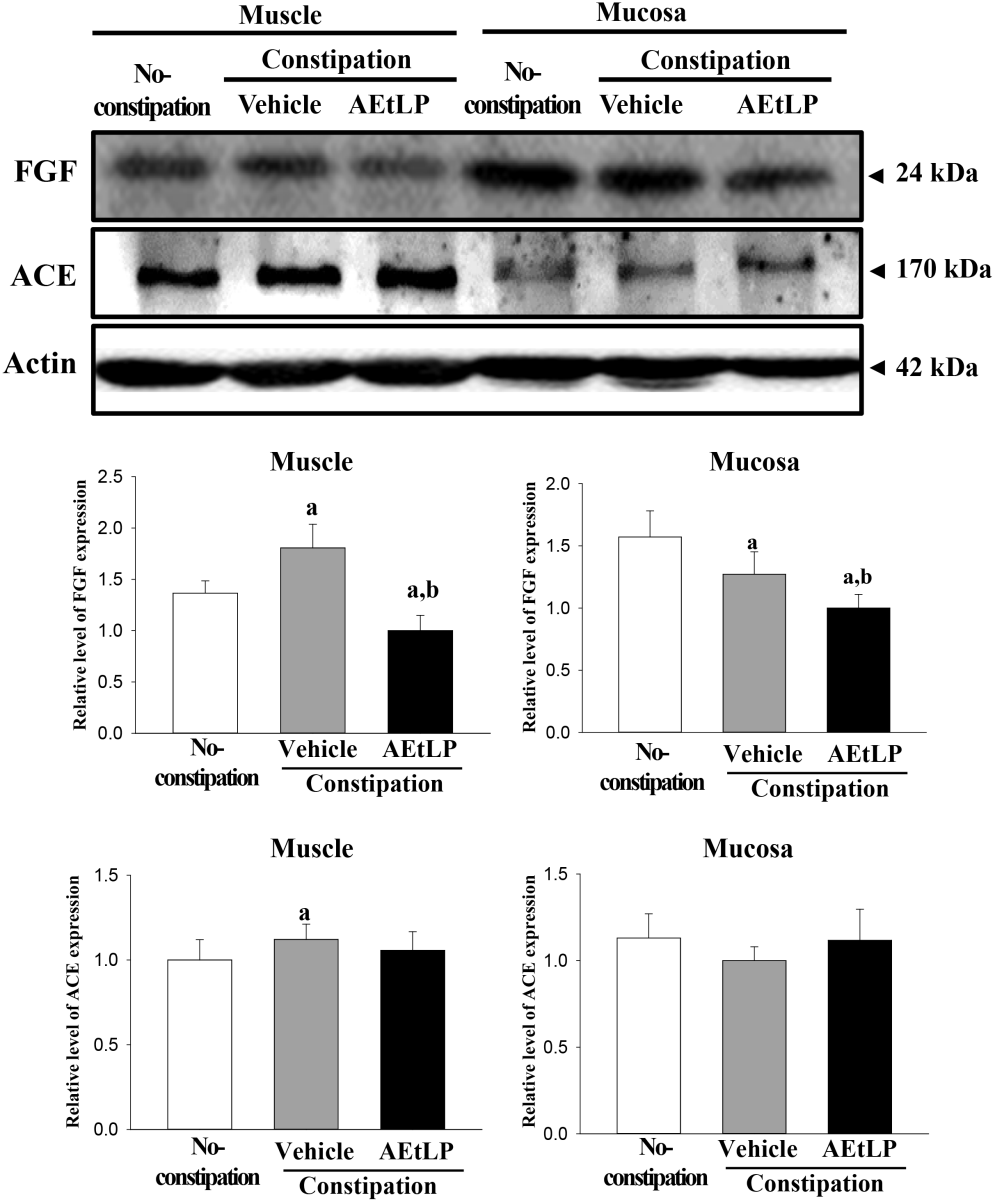
Change in the protein level of FGF and ACE in the muscle and mucosa layer of constipation, vehicle- and AEtLP-treated constipation group. Total tissue lysates were prepared from each layer collected from the distal colons of loperamide injected rats treated with vehicle or AEtLP as described in the Materials and Methods. A total of 50 μg of protein per sample were immunoblotted with specific antibodies for each protein. Three samples were assayed in triplicate by Western blotting. Data are reported as the mean±SD. a, *P*<0.05 relative to the non-constipation group. b, *P*<0.05 relative to the vehicle-treated constipation group.

## Discussion

The expression of the genes in cells or an organism can be influenced by external signal factors, including natural products, drugs, chemicals, temperature, and light, as well as the organism's internal factors, including hormones and metabolism [20]. Among many external factors, this study focused on the correlation between phytochemical compounds and the improvement-related genes for constipation, even though many unknown substances remained in AEtLP. On the other hand, there are no reports of NHE5 and Klk10 altered by an AEtLP treatment correlating with a treatment of flavonoid and phenolic compounds, whereas accumulated studies have shown a correlation with other members within each gene family. In particular, the expression of three genes including LCN2, ACE2 and CYP2B2 is affected by the treatment of phytochemical compounds. The significant down-regulation of LCN2 mRNA was detected in ovarian cancer cells treated with estradiol and genistein, whereas the mRNA expression of ACE2 increased in the kidney after a high dose puerarin and apigenin treatment [21,22,23]. In addition, caffeic acid phenethyl ester and isoquercitrin induced a decrease in the CYP2B2 protein and mRNA level in the livers of Fischer 344 rats administered diethylnitrosamine [24,25]. Therefore, these results provide novel evidence that some genes listed in the present study may link the treatment of phytochemical compounds despite not showing a direct correlation between a single compound and each gene.

This study found several interesting genes related to the mechanism and pathogenesis of constipation. First, the Na^+^/H^+^ exchangers (NHE5) encoded in the Slc9a5 gene are membrane-bound transporters that catalyze the regulation of the intracellular pH and volume by mediating the electroneutral transport of H^+^ against the influx of Na^+^ ions [26]. NHE5 is expressed only in the brain and is tightly associated with end-stage renal disease and hypertension [27,28,29]. On the other hand, there are no reports indicating that NHE5 is a candidate protein for the regulation of constipation. In addition, decreased intestinal sodium absorption by selective NHE3 inhibition in the gut have been shown to induce a decrease in high blood pressure and an increase in feces water excretion [30]. In this study, the expression level of the NHE5 transcript was increased dramatically by a loperamide treatment, after which its level was recovered by the AEtLP treatment, as shown in Table 7. Accordingly, the results this study are the first to indicate NHE5 as key marker gene for screening therapeutic compounds with laxative effects. Nevertheless, further studies will be needed to determine the application possibility of NHE5 as a marker gene under clinical conditions.

Klk10 encodes serine proteases, including a member of the human tissue kallikrein family, and may play a role as a tumor suppressor gene to inhibit tumor formation in nude mice [31,32]. The exon 3 CpG island methylation of Klk10 is found in breast, ovarian, prostate, acute lymphoblastic leukemia (ALL), and gastric cancers [33,34]. Despite Klk10 being identified years ago as being prominently associated with cancer regulation, little is known about its biological involvement in intestinal diseases. Firstly, a relatively high level of active Klk was detected in the underlying colonic muscle of patients with ulcerative colitis, and diverticular disease [35]. In addition, a Klk inhibitor was considered to be a potential therapeutic agent for inflammatory arthritis and inflammatory bowel disease because the pretreatment of a specific plasma Klk inhibitor relieved the acute and chronic arthritis as well as the acute changes in the characteristics of enterocolitis [36]. In this study, the expression pattern of the Klk10 transcript was similar to that of the colonic muscle in patients with ulcerative colitis, even though their increase ratios differed between the two groups. Nevertheless, these results are the first to suggest that Klk10 is associated with the regulation of constipation in the loperamide and AEtLP-treated SD rats. Therefore, the above results including the present study suggest that an alteration of Klk expression may reflect an inflammatory condition induced by various factors in each tissue.

A large subset of cytochrome P450 (CYP) enzymes was expressed in various tissues including the liver, intestines, kidneys, and airways [37,38]. Among these subsets, the expression of CYP2B2 was induced by several structurally divergent compounds associated with phenobarbital, even though prototypical inducers, such as dexamethasone and pregnenolone 16α carbonitrile did not induce CYP2B2 expression [39]. On the other hand, a few studies have been conducted to determine if CYP2B2 expression can be regulated by a loperamide treatment. In the present study, the loperamide treatment induced an increase in CYP2B2 expression, but these levels were recovered to normal by the AEtLP treatment. On the other hand, further studies will be need to verify the possibility of an interaction between loperamide and AEtLP because the results from 128 case reports or case series and 80 clinical trials provided evidence for the possible interaction between herbal medicines and conventional drugs through induction analysis of CYP450 and or P-glycoprotein [40].

ACE is the major participant in the renin-angiotensin system (RAS), which regulates arterial vasoconstriction and the extracellular volume through the conversion of angiotensin I to angiotensin II [41,42]. ACE is also expressed in the lung, vascular endothelial cells, epithelial kidney cells, and testicular Leydig cells, but it is not expressed in the intestine [43]. Although no studies have examined the direct correlation between ACE and constipation, several accumulated reports suggest that the inhibition of ACE2 can ameliorate inflammatory bowel disease including ulcerative colitis and Crohn’s disease. The treatment of potent and selective AEC2 inhibitors, such as enalapril and GL1001, resulted in a markedly attenuated colon pathology and myeloperoxidase activity by down-regulating the NF-κB and TGF-β signaling pathway [44,45,46]. In the present study, an alteration of the regulation of ACE2 was similar to that of CYP2B2. As shown Table 7 and Fig 4, the AEtLP treatment induced recovery from the increased ACE mRNA and protein expression induced by the loperamide treatment. Especially, the significant alteration on this protein expression was detected in muscle layer. These findings provide novel information regarding the role of the ACE function in constipation regulation as well as the regulation of their expression in muscle layer of distal colon.

Lcn2 (lipocalin-2) is a 25-kDa secreted adipokine involved in the binding and transportation of small molecules, including retinoid, fatty acid, iron, and steroids [47,48,49,50,51]. This protein is associated with the pathogenesis of heart failure and kidney damage [52,53,54,55]. In particular, Lcn2 in microarray and proteomic analysis has been considered as a biomarkers of cancer diagnosis and drug efficacy in the colon of an azoxymethane-induced colon carcinogenesis model and pancreatic cancer of human patients [56,57]. Furthermore, this protein also marks the severity of intestinal inflammation because the significant up-regulation of Lcn2 also observed in both active ulcerative colitis and active Crohn’s disease [47,58]. Basically, a change in Lcn2 expression observed in the present work is an extension of previous studies, which indicated a role of the marker in the condition of several diseases. The present study provided novel evidence showing that Lcn2 can play a role as a sensitive and broad biomarker for constipation and laxative effects.

Fgf was widely known to multifunctional regulators affecting a variety of physiological regulations and events in mammals [59]. They contribute to organogenesis, tissue remodeling, nervous system regulation, angiogenesis and metabolism control [59,60,61]. Especially, Fgf-2 can regulate cell survival, proliferation, differentiation, migration, and replication of intestinal epithelial cells [62,63,64]. The protein level of Fgf-2 was increased in intestinal epithelial cells after radiation injury [65], while Fgf-19 expression in human ileum was induced by chenodeoxycholate and glycochenodeoxycholate treatment [66]. In this study, the expression of Fgf protein was increased or decrease in the muscle and mucosa layer of constipation rats induced with loperamide, although their level was simultaneously decreased after AEtLP treatment. Therefore, the present study provided first evidence that the expression of Fgf protein may differentially regulate in the muscle and mucosa layer of constipation rats.

Some extracts of *L*. *platyphylla* contain a wide variety of functional components, but further analyses will be needed to verify the correlation between their functions and therapeutic effects. Basically, the dry roots of *L*. *platyphylla* consist of carbohydrates (6.89 g/100 g) and sodium (Na; 6.32 g/100 g), and to a much lesser extent, proteins, fats, and sugars, whereas saturated fat, trans-fat and cholesterol are not present [14]. Moreover, AEtLP extracted from *L*. *platyphylla* roots contains saponins (1.73%), oligosaccharide (6.54%), succinic acid (111.48 mg), hydroxyproline (1,290 μg), and potassium (151.35 mg) [67]. In addition, the ethanolic extract of *L*. *platyphylla* was purified, leading to the isolation of five novel compounds including (+)platyphyllarin A/B, ethyltributanoate and (-)-liriopein A/B along with 21 known secondary metabolites [68]. Although the concentration and distribution of several components in *L*. *platyphylla* have been determined, further studies will be needed to examine the correlation between the components and expression of the corresponding genes.

Moreover, in humans, chronic constipation is subdivided into three groups based on an assessment of the colonic transit and anorectal function; 1) normal transit or irritable bowel syndrome, 2) pelvic floor dysfunction (functional defecatory disorders) and 3) slow transit constipation [69]. Indeed, more than 59% of patients with chronic constipation are normal transit. The remainder of the patients has functional defecatory disorders (25%), slow transit (13%) and a combination of defecatory disorders and slow transit (3%) [70]. Among these groups, models of pharmacological constipation induced by Lop can only show slow transit constipation, which presented less daily fecal excretion, lower water content, smaller number of fecal pellets and thinner fecal mucus [71, 72]. Therefore, these results have some limits and restrictions to a clinical translation of the results obtained from Lop-induced rats to human conditions, even though the experimental procedure for rat models, which is easy and reproducible without negative side effects or histologically detectable damage, is used widely for the evaluation and development of therapeutic drugs [73]. Further studies will be needed to determine the potential applications of NHE5, Klk10, CYP2B2, ACE2, and LCN2 as marker gene in clinical conditions.

In conclusion, the differential gene expression due to constipation and laxative effects was identified and validated using the transverse colon regions from vehicle- and AEtLP-treated constipation rats. The results of the present study identified 123-differentially expressed genes associated with constipation and laxative effects in chemically-induced constipation model rats, which were confirmed by RT-PCR. Therefore, these genes might be useful for the development of new therapeutic targets.

## Materials and Methods

### Analysis of bioactive compounds in the roots of LP

The amount of total phenolics in LP was determined using the Folin-Ciocalteu method [74]. The amount of total flavonoids in the RLP extract was determined according to the method reported by Meda et al. [75]. The concentration of spicatoside A and sugars in LP were analyzed using an iLC 3000 HPLC system (Interface Engineering, Seoul, Korea) equipped with a Corona CAD Detector (ESA Bioscinece, Inc., Chelmsford, MA, USA). Chromatographic separation was performed on a CAPCELL PAK MG C18 (4.6 mm×250 mm, particle size 5 μm, Shiseido Co. Ltd., Tokyo, Japan).

### Induction of constipation and animal experimental design

The animal protocol used in this study was reviewed and approved based on the ethical procedures and scientific care by the Pusan National University-Institutional Animal Care and Use Committee (Approval Number; PNU-2012-0010). All animals were handled at the Pusan National University Laboratory Animal Resources Center accredited by AAALAC International (Accredited Unit Number; 001525) according to the National Institutes of Health guidelines.

For the experiment, 8-week-old Sprague Dawley (SD) rats (n = 18) were assigned to either a non-constipation group (n = 6) or a constipation group (n = 12). Constipation was induced in the SD rats by a subcutaneous injection of loperamide (4 mg/kg weight) in 0.9% sodium chloride twice (9 AM and 6 PM) a day for 3 days, whereas the non-constipation group was injected with 0.9% sodium chloride alone, as described in a previous study [19]. At 15 hr after the final loperamide treatment, the constipation group was divided further into a vehicle-treated constipation group (n = 6) and AEtLP-treated constipation group (n = 6). They received a consistent volume of water or 15 μL/g body weight of AEtLP (1,000 mg/kg weight) via oral administration once at 9 AM. At 24 h after the AEtLP or vehicle treatments, all animals were euthanatized using CO_2_ gas and tissue samples were acquired and stored in Eppendorf tubes at -70°C until assayed. Furthermore, the stools and urine excreted from each SD rat were measured at 10:00 am every day in the metabolic cage (Daejong Co., Korea).

### Measurement of stool number and urinary volume

All SD rats were bred in metabolic cages during the experimental period to avoid contamination with other dust. The stools and urine excreted from each SD rat were collected at 9 AM every day during the experimental process in the metabolic cage (Daejong Co., Korea). The number of stools was counted using a key cell counter and the urine volume was measured three times using a measuring cylinder.

### Histological analysis

The distal colons collected from the SD rats were fixed with 10% formalin for 48 h, embedded in paraffin wax, sectioned into 4 μm thick slices, and then stained with hematoxylin & eosin (H&E, Sigma-Aldrich, MO, USA). The morphological features of these sections were observed by optical microscopy. The muscle thickness, flat luminal surface thickness, number of goblet cells, and number of lieberkuhn crypt were measured using the Leica Application Suite (Leica Mycrosystems, Switzerland).

For mucin staining, transverse colons collected from the rats were fixed with 10% formalin for 48 h, embedded in paraffin wax, and sectioned into 3 μm thick slices that were then deparaffinized with xylene and rehydrated. The samples were then rinsed with distilled water and stained using an Alcian blue stain kit (IHC WORLD, MD, USA). Finally, the stained colon sections were observed by optical microscopy and the size, number, and morphology of the crypts were measured using Leica Application Suite (Leica Microsystems, Switzerland).

For TEM analysis, the transverse colons collected from rats were first fixed in 2.5% glutaraldehyde in 1x PBS buffer, washed, dehydrated with ascending concentrations of ethanol, incubated in 1% OsO_4_ for 1 h at room temperature, and then embedded in Epon812 media (Polysciences, Inc., Germany). Ultra-thin sections (70 nm) were then collected on holy formvar coated grids, contrasted with uranyl acetate and lead citrate, and examined by TEM (Hitachi, Japan).

### RNA isolation

The distal colons from SD rats of the No, vehicle, and AEtLP treated groups were used to isolate the total RNA using Trizol (Invitrogen Life Technologies, Carlsbad, USA), after which they were purified using RNeasy columns (Qiagen, Valencia, USA). Both procedures were conducted according to the manufacturer’s protocol. Briefly, 100 mg of the frozen distal colons were homogenized in a lysis buffer using a rotor-stator homogenizer. Subsequently, 70% ethanol was added to the homogenate, after which the samples were applied to an RNAeasy minispin column to bind the total RNA, which was then eluted in RNase-free-water. After DNase digestion and clean-up, the RNA samples were quantified, divided into aliquots and stored at -80°C until needed. For quality control, the RNA purity and integrity were evaluated by denaturing gel electrophoresis, OD 260/280 ratio, and analysis on an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, USA).

### Labeling and purification

The total RNA was amplified and purified using an Ambion Illumina RNA amplification kit (Ambion, Austin, USA). To produce biotinylated cRNA according to the manufacturer’s instructions, 550 ng of the total RNA was reverse-transcribed to cDNA using a T7 oligo(dT) primer. A second-strand of cDNA was synthesized, transcribed *in vitro*, and labeled with biotin-NTP. After purification, the cRNA was quantified using an ND-1000 Spectrophotometer (NanoDrop, Wilmington, USA).

### Hybridization and data export

The labeled cRNA samples (750 ng) were hybridized to each Rat-6 Expression BeadChip for 16–18 h at 58°C according to the manufacturer's instructions (Illumina, Inc., San Diego, USA). The array signal was then detected using Amersham fluorolink streptavidin-Cy3 (GE Healthcare Bio-Sciences, Little Chalfont, UK) according to the manufacturer's protocols. The arrays were scanned using an Illumina bead array reader confocal scanner (BeadStation 500GXDW; Illumina, Inc., San Diego, CA) according to the manufacturer's instructions. The array data export processing and analysis was performed using an Illumina BeadStudio.

### Raw data preparation

The quality of hybridization and the overall chip performance were monitored by a visual inspection of both the internal quality control checks and the raw scanned data. The raw data was extracted using the software provided by the manufacturer (BeadStudio v.3.1). The array data was filtered using a *P* value set at <0.05 in at least 50% of the samples. A filtering criterion was applied for data analysis, with higher signal values required to obtain a detection (*P* <0.05). The selected gene signal values were log transformed and normalized using the quantile method to remove systemic bias. The data reliability was measured using the scatter plot method. The correlation coefficients (Rs) of the normalized samples ranged from 0.95 to 0.99, which indicates that a systematic variation of non-biological origin was removed. 

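Across the 30367 probes, Pearson's r was 0.985 between the non-constipation and vehicle-treated constipation arrays, 0.991 between the vehicle-treated and AEtLP-treated arrays and 0.982 between the non-constipation and AEtLP-treated arrays. Spearman's rho was 0.979, 0.984 and 0.975 in the same order. Probes are not independent replicates. Among the 10122 dimmest probes Pearson's r was 0.647, 0.706 and 0.586. These probes span a narrower range of values, which by itself lowers r, so r does not compare their agreement with that of all probes. A trend with brightness was left between the arrays: the median log2 difference between the vehicle-treated and non-constipation groups was -0.43 for probes with a mean log2 value under 3 and 0.20 for probes above 12. For the AEtLP-treated over the vehicle-treated group these medians were 0.19 and -0.02.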

Comparative analysis between the vehicle-treated rats and AEtLP-treated rats samples was conducted using a *t*-test (|fold|> or <2) and the adjusted Benjamini-Hochberg FDR (false discovery rate) (*P* <0.05). Also, if the value of fold change are between 0.5< and <1.5 after AEtLP treatment, these gene decided as recovered genes and now functioning normally. Furthermore, volcano plots and hierarchical cluster analysis were conducted using a complete linkage and Euclidean distance as a measure of similarity. Time-dependent profiling was achieved by k-means cluster analysis (k; 9, Euclidean distance, complete linkage). All data analysis and visualization of the differentially expressed genes was conducted using ArrayAssist (Stratagene, La Jolla, USA). The biological pathway and ontology-based analysis were performed using the PANTHER (Protein ANalysis THrough Evolutionary Relationships) database (http://www.pantherdb.org). All microarray data was submitted to the GEO database (http://www.ncbi.nih.gov/geo) under accession number GSE62041.

### RT-PCR

The complementary DNA was synthesized using mixture containing the total RNA (5 μg), oligo-dT primer (500 ng, Invitrogen, CA, USA), dNTP and reverse transcriptase (200 units, Invitrogen) according to the method described elsewhere [76]. Furthermore, the PCR product of each gene was amplified using the specific primers, as described in previous studies [77].

### Western blot

Firstly, in order to separately collect muscle and mucosa layer, the distal colon of SD rats were cut along a colon tube using scissors and washed with 1x PBS. Next, the mucosa layer were scraped out from the muscle layer using surgical knife and collected in homogenized tube. Whole distal colon, muscle layer and mucosa layer collected from a subset of the groups were homogenized using a PRO-PREP Solution Kit (iNtRON Biotechnology, Sungnam, Korea) supplemented with half of a protein inhibitor cocktail tablet (Roche, Penzberg, Germany), then centrifuged at 10,000 ×g for 10 min. The prepared proteins were subsequently subjected to 10% SDS-PAGE, after which they were transferred to a nitrocellulose membrane (Amersham Biosciences, Corston, UK) for 2 h at 45 V in transfer buffer (25 mM Trizma-base, 192 mM glycine, and 20% methanol). The efficiency of the transfer and equal protein loading were evaluated by staining the membrane with Amido Black Staining Solution (Sigma-Aldrich Co.) and the gel with Coomassie Blue. Appropriate dilutions of primary antibodies, anti-FGF antibody (Santa Cruz, CA, USA), anti-ACE antibody (R&D Systems, Minneapolis, MN, USA) and anti-β-actin (Sigma-Aldrich Co.) were added to the membranes and allowed to hybridize overnight at 4°C. After the antibodies were removed, the membrane was washed three times in a solution composed of 10 mM Trizma-base (pH 7.6), 150 mM NaCl, and 0.05% Tween-20 for 10 min. The membrane was then incubated with horseradish peroxidase-conjugated anti-secondary antibody for 1 h at room temperature, after which it was washed again as described above and developed using an enhanced chemiluminescence detection system (Amersham Biosciences). Finally, the results were quantified using the Image Analyzer System (Eastman Kodak 2000MM, Eastman Kodak, Rochester, NY, USA) and expressed as the fold-increase over control values. These results were confirmed by two independent researchers conducting the experiments at least twice.

### Statistical analysis

The significant differences in the results of microarray analyses between the non-constipation group and constipation group were identified using a *t-test*. In addition, one-way ANOVA (SPSS for Windows, Release 10.10, Standard Version, Chicago, IL) was used to determine the variance and to identify the significant differences in the specific mRNA expression between the vehicle-treated constipation group and AEtLP-treated constipation group. All values are presented as the mean ± standard deviation (SD). A *P* <0.05 was considered significant.

How the deposited data were processed for this re-analysis (not part of the article)

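Distal colon RNA of male SD rats was measured on 3 microarrays, 1 each for the non-constipation, the vehicle-treated constipation and the AEtLP-treated constipation group. The deposited values are on a log2 scale and were made by the authors, whose methods state a filter on detection, a log transformation and quantile normalization. The base of the logarithm was not stated and was taken from the range of the values. The methods name BeadStudio for the export of the data. Background correction and the filter on detection could not be repeated from the deposited values, which hold 1 number per probe and array. The distributions of the arrays were close but not identical, so quantile normalization was run as an alternative. A second deposited table, a colour key for fold changes, holds no measurement and was not used.

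All 30367 probes were kept. Log2 differences were computed for vehicle-treated constipation over non-constipation, AEtLP-treated over vehicle-treated constipation and AEtLP-treated constipation over non-constipation, and counted at a limit of 2-fold. A probe was counted as recovered at an AEtLP fold between 0.5 and 1.5, the paper's range. The paper's text does not name the group this fold is taken over; the vehicle-treated group was used, and the non-constipation group as an alternative. No test was made and no p-value is given, because each group has 1 array. The t-test and the Benjamini-Hochberg adjustment that the methods name could not be run for the same reason. Bins of brightness were taken from the mean log2 value over the arrays.

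The alternatives set before the data were examined were median centring, quantile normalization, leaving out the 10122 dimmest probes, a floor at each array's 20th percentile, an offset of the 10th percentile of all linear values, limits of 1.5-fold and 3-fold, and the AEtLP fold over the non-constipation group. A loess correction of each pair of arrays with a span of 0.3 and the removal of the probes at least 16-fold above both other arrays in the non-constipation group were added after the data were seen. The number of probes expected to be raised and then lowered without a group effect was taken from 100 simulated sets of 3 arrays, whose noise was drawn from the differences between the AEtLP-treated and vehicle-treated arrays among probes of like brightness. This treats any effect of AEtLP as noise, so the simulated numbers do not separate chance from a reversal by AEtLP. The noise of every array took the sign of AEtLP-treated minus vehicle-treated. The opposite sign would exchange the numbers of probes raised then lowered and lowered then raised.

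The rule for naming genes, set before the data were examined, took every gene named in the paper, the members of lists of cell type and pathway genes, and the genes with the largest differences. The files do not pair the probes with genes, so the rule could not be applied, no gene list was tested and no gene-level value is given. In its place, the probes with the greatest gains and losses with constipation are named, among those whose brighter array of the pair was at or above its median; this choice was made after the data were seen. On simulated arrays of 30367 probes for vehicle over non-constipation, with 100 probes changed by 2.5 and 100 by 1.2 on the log2 scale and a noise SD of 0.1, the 2-fold limit recovered 100 and 93 of them, which checks the computation and not the precision of these arrays. With normal noise that gives the whole observed SD of 0.738 between the vehicle-treated and non-constipation arrays, it recovered 99 and 57 of them and also took in 5303 of 30167 unchanged probes. The observed SD includes any real differences. The real comparison had 2549 probes past the limit in all, fewer than these 5303. Normal noise of this size therefore does not describe these arrays, and 5303 is no estimate of the false calls. The values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6.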

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

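The tests on the probes high in the non-constipation group alone, and the one on the split with AEtLP among the brightest probes, were chosen after the result was seen. The other tests on the split with AEtLP were set beforehand for a joint split, with more probes rising with constipation, which the values did not hold (50.1% rising), and were narrowed to AEtLP after the result was seen. The comparison of the numbers of probes on which each array stands alone was set beforehand.

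On 90 probes the non-constipation array was at least 16-fold above both constipation arrays, whereas the vehicle-treated and the AEtLP-treated array stood as far above the others on 4 probes each. The paper's text and its Tables 7 to 10 list no loss of this size. Of the lowered genes, however, these tables hold only those raised or recovered with AEtLP, so losses among the others would not be seen. Their median log2 value was 11.45 in the non-constipation group, 3.35 in the vehicle-treated and 2.83 in the AEtLP-treated group, and 2 of the probes were at least 2-fold higher and 15 at least 2-fold lower with AEtLP than with vehicle. The tables argue against scaling or values at the floor as the whole cause, since at least 83 such probes were found after quantile normalization, pairwise loess and the floor. RNA of another tissue in the non-constipation sample may add transcripts without removing any, and only 2 probes were at least 16-fold below both other arrays on that array. For expression lost with loperamide, 90 of the 100 probes at least 16-fold lower on the vehicle than on the non-constipation array were as far down on the AEtLP array, but these 90 are the probes of the pattern itself, so the value decides nothing. These explanations cannot be told apart, because the only array without loperamide is also the only non-constipation sample, its label carries a conflicting description, and the probes have no gene names here.

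The AEtLP array stood at least 2-fold below both others on 649 probes, against 502 for the non-constipation and 234 for the vehicle array. The paper names no array comparison of AEtLP with the non-constipation group, but does not say which group its recovered fold is taken over. The order of the AEtLP and the non-constipation array held in most settings, with 595 and 543 after quantile normalization and 236 and 122 at 3-fold. It turned at 1.5-fold, with 1524 and 1652, and was lost among the 10123 brightest probes, with 105 and 106. The numbers for the brightest probes are without further scaling and were not repeated under other scalings. The AEtLP count at 2-fold goes with more probes falling than rising with AEtLP. Dim probes do not account for the split, since 31.1% of the probes past the limit rose in the brighter part of the array. For scaling of the arrays, quantile normalization put the share at 42.0%, inside the range of 40% to 60% that had been set beforehand for a scaling effect, but median centring, added to this test after the result was seen, gave 36.7%, and loess, chosen after the data were seen, 35.5%, so scaling stays open for the array as a whole. Among the 10123 brightest probes the tables argue against scaling, since at most 20.1% rose after median centring, quantile normalization or loess, while quantile normalization brought the comparison of vehicle with non-constipation from 303 higher and 144 lower to 191 and 187. The AEtLP array's own deviation and an effect of AEtLP stay open and, without replicates, were not tested.

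The 328 probes raised with constipation and lowered with AEtLP are those on which the vehicle array stands above both others. The non-constipation array stood above both others on 777 probes and the AEtLP array on 295, so the vehicle number was 0.42 times the larger of these. More than 1.5 times the number of either other array had been set beforehand as the value that would speak against the vehicle array's own deviation, and it was not reached. The non-constipation array is the only one without loperamide and the only one for which the paper describes no oral dose. Its 777 therefore also hold any effect of loperamide or of the oral dose shared by the others. The vehicle number was also under 1.5 times the AEtLP array's 295, which holds any effect of AEtLP. The bound therefore cannot decide, and the vehicle array's own deviation may give such probes. The log2 differences of the comparisons had a correlation of -0.283 and a covariance of -0.118. In simulated arrays without a group effect, whose noise includes any effect of AEtLP, these were -0.500 and -0.157. The simulated correlation is fixed in advance, because independent arrays of equal spread share the vehicle array. The simulated covariance follows from the spread between the AEtLP and vehicle arrays alone. This comparison therefore decides nothing about chance or reversal. A reversal by AEtLP stays open as well.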

How the results depend on the processing

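No paired analysis was possible because each group has 1 array. Alternatives that count genes, by the mean or the brightest probe of a gene, were not run, nor were the folds of named genes and the gene lists, because the probes are not paired with genes here; a planned test of measurement noise on genes with several probes and tests for small-intestinal genes were not run for the same reason. Of 97 values set against alternatives chosen before the data were examined, 45 stayed within 1.5 times the reported number (or within 0.02 for a correlation) and 52 moved further. Median centring and quantile normalization moved none of the 12 counts listed below by over 1.5 times, and neither did the added loess correction or the removal of the 90 probes high in the non-constipation group alone. Among the 10123 brightest probes, the number higher in vehicle-treated constipation than in non-constipation did move, from 303 to 191 with quantile normalization and to 179 with loess. The counts depended on dim probes and on the limit, as follows from fewer probes or another limit; for the offset and the floor the cause was not tested. In the order of vehicle over non-constipation higher and lower, AEtLP over vehicle higher and lower, raised then lowered, lowered then raised, raised and recovered, lowered and recovered, non-constipation array above and below both others, and AEtLP array above and below both others, the numbers were 615, 563, 215, 477, 84, 53, 514, 373, 399, 258, 81 and 300 without the 10122 dimmest probes. At 1.5-fold they were 3478, 2753, 2646, 3157, 1168, 720, 2755, 1843, 1697, 1652, 1349 and 1524. At 3-fold they were 327, 538, 200, 415, 73, 52, 197, 326, 345, 122, 41 and 236. With the offset, the first 6 were 814, 812, 353, 682, 152 and 80, the non-constipation array was below both others on 303 probes, and the AEtLP array above on 129 and below on 366. With the floor, 431 probes were higher with AEtLP over vehicle, 97 were lowered then raised, and the AEtLP array was above both others on 195. With the AEtLP fold over non-constipation, 19 probes were raised then lowered, 6 lowered then raised, 443 raised and recovered and 478 lowered and recovered. The share of rising probes with constipation moved by over 10 percentage points at the 3-fold limit alone, to 37.8%, where lower probes outnumbered higher ones. The number of arrays limits precision, and signal over background is not given in the deposited values.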

Differences from the paper's values

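The number of probes on the array, 30367, matches the paper's total in Table 3. The counts below are at the paper's stated limit of 2-fold, without the adjusted p and the filter on detection that its methods also name. For vehicle-treated constipation over non-constipation, 1276 probes were higher and the paper's value is 581; leaving out the 10122 dimmest probes (615) and the offset (814) came within 1.5 times of it, and median centring, quantile normalization, the floor and the limits of 1.5-fold and 3-fold did not. For the lower probes, 1273 were found and the paper's value is 216, which no alternative set before the data were examined came within 1.5 times of. For AEtLP over vehicle, 845 probes were higher and the paper's value is 67, with no such alternative closing the gap. For the lower probes of that comparison, 1335 were found and the paper's value is 421; leaving out the 10122 dimmest probes (477) and the limit of 3-fold (415) came within 1.5 times of it, and the others did not.

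Probes raised by constipation and lowered with AEtLP numbered 328, and the paper's value is 89; leaving out the 10122 dimmest probes (84) and the limit of 3-fold (73) came within 1.5 times of it, and the others did not. The numbers were 903 for raised and recovered probes, where the paper's value is 22, 234 for lowered and then raised probes, where the paper's value is 10, and 778 for lowered and recovered probes, where the paper's value is 5. None of the alternatives set before the data were examined came within 1.5 times of these 3 values. For the lowered and then raised probes the nearest was 6, with the AEtLP fold over non-constipation. The recovered probes here have an AEtLP fold between 0.5 and 1.5 over the vehicle-treated group, which is not a return to the non-constipation value. With AEtLP, 445 of the 903 were still at least 2-fold above the non-constipation group and 604 of the 778 at least 2-fold below it.

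The largest rise among the probes raised and then lowered was 252-fold, and the paper's value for its leading gene is 11.60; the lowest value under an alternative was 123, with the offset. The smallest fold with constipation among the probes lowered and then raised was 0.000837, and the paper's value for its leading gene is 0.19; the nearest alternative gave 0.0207, with the offset. Neither gap was closed by an alternative set before the data were examined. The paper lists genes and these values are of probes.

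The paper states that more genes were raised than lowered with constipation, whereas 50.1% of the probes past the limit were raised here. As in the paper, more probes were lowered than raised with AEtLP, and more raised probes than lowered ones were reversed. The order of the reversed probes is also that of all probes, of which 4.40% were lower and 2.78% higher with AEtLP. Of the 56 pairs of folds printed in Tables 7 to 10, 3 have a probe with both folds within 0.005 when the AEtLP fold is over the vehicle array. The mean was 3.22 when the second folds were shuffled within each table 1000 times. With the AEtLP fold over the non-constipation array, 0 pairs have such a probe, against a shuffled mean of 0.147. Neither number thus stands apart from the shuffled ones. The paper states that recovered folds lie between 0.5 and 1.5, and 3 of the 5 AEtLP folds of Table 10 lie above that range, from 1.69 to 1.87. Tables 7 and 8 share 3 gene symbols and Tables 9 and 10 share 2.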

Other observations

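Over all probes, the AEtLP-treated and the non-constipation group differed by at least 2-fold on more probes than either pair in the paper's Table 3. The paper names no array comparison of this pair, but does not say which group its recovered fold is taken over. With AEtLP 1241 probes were higher and 1786 lower than in the non-constipation group, and 121 were at least 16-fold lower while 12 were at least 16-fold higher. Among the 10123 brightest probes, 200 probes were higher and 247 lower. Their total of 447 was the same as for vehicle over non-constipation, so the excess over that pair was absent there without further scaling. The number for vehicle over non-constipation depended on the scaling, and this comparison was not repeated under other scalings.

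Among the probes lowered at least 2-fold by constipation, 109 had an AEtLP fold of 0.5 or less over the vehicle-treated group, with a median fold of 0.0831 over the non-constipation group. Among the raised probes, 45 had an AEtLP fold of 1.5 or more over the vehicle-treated group and a median fold of 4.52 over the non-constipation group. Among the 10123 brightest probes the AEtLP array stood at least 2-fold below both others on 105 probes and above both others on 13, and the non-constipation array below both others on 106 and above both others on 99.

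The 90 probes high in the non-constipation group alone held 0.786% of the summed linear signal of that array, 0.00425% of that of the vehicle-treated and 0.00340% of that of the AEtLP-treated array. On the non-constipation array 83 of them were at or above the median of all probes.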
